A study of Gallus gallus with 12 samples.

How the data were processed

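The study measured open chromatin in the chicken embryo eye by omni-ATAC-seq. In this assay the transposase Tn5 inserts sequencing adapters into accessible DNA of isolated nuclei, and clusters of insertions mark open chromatin. Per the labels, the 12 libraries came from optic fissure margin (OFM) and dorsal retina at Hamburger-Hamilton (HH) stages 30 and 34, with 3 biological replicates in each of the 4 groups. Each replicate pooled tissue from 10 wildtype embryos, and 50000 dissociated cells were counted for each library. Sequencing was 75 bp paired-end with at least 189 M reads per library, per the labels. The read total of each single library is not used here, and no interval that needs a read count was computed.

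Per the labels, the authors called peaks jointly over the samples of a group with Genrich, a peak caller that combines replicates in one call. The data analysed here were therefore 4 peak lists, one per group, with no value per replicate. Differences between lists have no replicate spread to be held against, so no test between groups was run and no p-value was computed across regions, which are not replicates. The labels state neither the aligner, the filters, the Genrich settings nor whether Tn5 insertion positions were shifted or extended. Each of these choices changes the width and number of peaks. A joint call also hides whether 1 replicate alone carried a peak.

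Each deposited list has 10 unnamed columns in the narrowPeak order, and their meaning was worked out from the values. The area score in the deposited lists is the authors' own value from the peak caller, and its smallest value lay just above 200 in each list (200.002 to 200.009). A second score equalled 1000 times the area score over the peak width, limited to at most 1000 and to within 1 unit, in 100% of the deposited peaks. It stood at this upper limit in 95.2% to 96.1% of a list and was not used further. The −log10 p and −log10 q at the summit are also the authors' values as deposited, and neither was recomputed. The area score served only to describe, rank and filter peaks within a list. Because its scale is not recorded, scores were never compared between lists, and only ranks within a list were.

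The genome build is not stated in the labels, and the lists have no header. Peaks on chromosome 1 reached position 197606554, past the last gene of the GRCg7b gene table at 196443699. The same was found on 25 chromosomes in each list, so the lists are not in GRCg7b coordinates, and no gene of that table was placed next to a peak. No genome sequence or annotation of the build of the lists was used here. Genomic annotation of regions, 7 gene lists, 20 motif consensus sequences and nearest genes had been planned before the data were examined, and none of them was run. Coordinates are given as in the lists, counted from 1. All peaks lay on 34 assembled chromosomes (1 to 28, 30 to 33, Z and W).

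A peak was called unmatched when it overlapped no peak of the other list by at least 1 bp. Peaks of the 4 lists that overlapped by at least 1 bp were also merged into regions, and each region was given the set of lists with a peak in it. Regions in exactly 2 lists fall into 6 kinds. Of these, 2 kinds share a tissue and 2 share a stage. The other 2 are crossed pairs (OFM HH30 with dorsal HH34, and dorsal HH30 with OFM HH34), which share neither. They serve as a reference level and not as a measure of chance, since their own counts differed 2.5 times. Named regions followed a rule fixed in advance: the 5 regions per tissue and the 3 per stage with the best rank by area score in their 2 lists, where the worse of the 2 ranks counted. Chromosomes were compared in classes (1 to 5, 6 to 10, 11 to 33, Z and W). These classes, the ratios by chromosome and the windows of 500 kb were chosen after the lists had been seen.

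Alternatives fixed before the data were examined were a reciprocal overlap of 50%, summits at most 200 bp apart, the 50% of each list with the highest area score, lists shortened by area score to equal length, and assembled chromosomes alone. A further one kept the upper 50% of a list and asked for no peak of any rank in the other list. Restricting regions to the top 50000 peaks of both lists, and computing shares within chromosome classes, were added after the data had been seen. A count was called moved when it changed by more than 1.5 times, and a share when it left the 95% Wilson interval of its main value, which covers counting error alone.

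Merging and the window search were tested on simulated data. All 15 of 15 patterns of list membership were recovered exactly over 19982 simulated regions. Simulated regions were kept apart and the peaks of a region always overlapped. Exact recovery therefore checks the computation alone, and not shifted edges or the joining of neighbouring peaks. The simulation was also sparser than the 127749 regions of the lists. A planted window of 20 regions was found with 20, against a largest count of 5 over 200 shuffles. Computation used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.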

Results

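The optic fissure is a gap along the ventral side of the developing optic cup, and its margins must meet and fuse for the eye to form normally. The study profiled chromatin accessibility in the optic fissure margin (OFM) and in dorsal retina, a part of the same tissue without a fissure, of chicken embryos at HH30 and HH34. There were 3 libraries in each of the 4 groups, and the authors' peak calls give one list per group. All values below describe these 4 joint lists, which carry no replicate error. A difference between lists was therefore not tested against replicate spread.

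The lists were of similar size. The OFM list held 108689 peaks at HH30 and 105103 at HH34, and the dorsal list held 106170 at HH30 and 101452 at HH34. Median peak width was 382 bp in OFM and 382 bp in dorsal retina at HH30, and 378 bp and 384 bp at HH34. The peaks covered 65.4 Mb in OFM and 64.6 Mb in dorsal retina at HH30. At HH34 they covered 64.3 Mb and 63.4 Mb. The authors' median −log10 q at the summit lay between 7.51, in the dorsal list at HH30, and 7.84, in the OFM list at HH30. The lowest −log10 q of a list ranged from 2.18 to 2.30.

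The first comparison asked which accessible sites distinguish the fissure margin from dorsal retina at one stage. At HH30, 13062 OFM peaks (12.0% of the list) had no counterpart in dorsal retina, and 10363 dorsal peaks (9.76%) had none in OFM. At HH34 the numbers were 11877 OFM peaks (11.3%) and 8327 dorsal peaks (8.21%). When all lists were shortened to equal length, 10981 OFM and 10747 dorsal peaks were unmatched at HH30, and 9886 and 9867 at HH34. Because most peaks match one to one, 2 lists of equal length leave nearly equal numbers unmatched by construction, so this setting does not show where a surplus comes from.

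The second comparison asked which sites change between HH30 and HH34 within a tissue. In OFM, 17688 HH30 peaks (16.3%) had no counterpart at HH34 and 13798 HH34 peaks (13.1%) had none at HH30. In dorsal retina these numbers were 17290 (16.3%) and 12793 (12.6%). The stage comparison thus left more peaks unmatched than the tissue comparison in each of the 4 lists. Lists of different stages also come from different embryos, so this order does not measure stage alone. At equal list length the counts were nearly equal, again by construction, with 14753 unmatched HH30 peaks against 14363 at HH34 in OFM and 14384 against 14398 in dorsal retina.

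Unmatched peaks were weak in both comparisons. Their median width was 206 to 243 bp, against 410 to 440 bp for matched peaks. Of the unmatched peaks, 95.2% to 99.0% lay in the lower 50% of their list by area score. When each list was divided by area score into 4 equal parts, the highest part held between 6 and 31 unmatched peaks, or 0.0226% to 0.118%. In the lowest part the unmatched share was 28.0% to 47.6%. The alternative that moved these counts most kept the upper 50% of a list and asked for no peak of any rank in the other. It left 553 OFM and 105 dorsal peaks at HH30, and 354 and 132 at HH34. The OFM side was larger in these counts, but at HH34 not in the highest of the 4 parts, which held 9 unmatched OFM and 17 unmatched dorsal peaks. At HH30 that part held 20 and 6. Between stages it left 706 HH30 and 633 HH34 peaks in OFM, and 707 and 612 in dorsal retina.

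**Figure D1:**
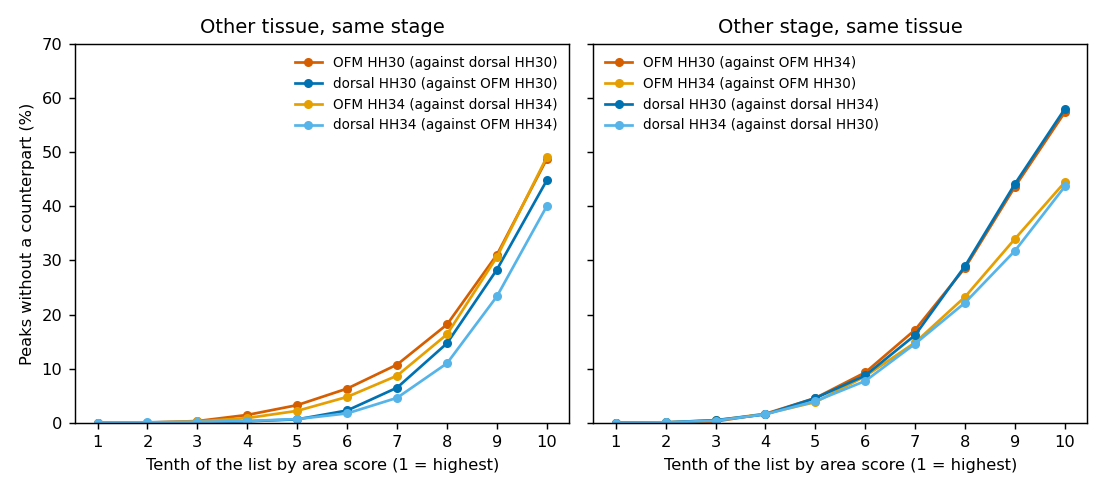
Share of peaks with no overlapping peak in the other list (percent, y axis) by position in the list, divided into 10 equal parts by the authors' area score (x axis, 1 = highest), for the other tissue at the same stage (left) and the other stage in the same tissue (right). Each line is one list, and the share rose from at most 0.00986% in the highest part to between 40.1% and 58.0% in the lowest.

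Merging the 4 lists gave 127749 regions. Of these, 77405 (60.6%) had a peak in all 4 lists, 13062 in 3 lists, 18223 in exactly 2 and 19059 in 1. Regions in exactly 2 lists were sorted by what the lists share. Both OFM lists alone held 2841 regions, and both dorsal lists alone held 1560. Both HH30 lists alone held 7268 and both HH34 lists alone held 6113. The crossed pairs, which share neither tissue nor stage, held 126 (OFM HH30 with dorsal HH34) and 315 (dorsal HH30 with OFM HH34). Together the tissue pairs numbered 4401 and the stage pairs 13381, against 441 for the crossed pairs. Tissue pairs thus outnumbered crossed pairs 9.98 times and stage pairs did so 30.3 times. Stage pairs outnumbered tissue pairs 3.04 times. The stages come from different embryos, while both tissues were dissected from each eye, per the labels. Stage is thus not separated from embryo set here, and the ratio of 3.04 does not measure stage alone.

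The alternative that moved the crossed pairs furthest upward joined peaks only at 50% reciprocal overlap, which gave 1833 crossed regions and a ratio of tissue to crossed pairs of 3.30. At equal list length the order of the stage pairs turned around, with 5982 regions in both HH30 lists alone and 6595 in both HH34 lists alone. The OFM pair stayed above the dorsal pair at equal length, with 2498 regions against 1834. Among regions whose peaks ranked in the top 50000 of both lists, an alternative added after the data had been seen, 76 were in both OFM lists alone and 24 in both dorsal lists alone. A further 115 were in both HH30 lists alone and 110 in both HH34 lists alone, and each crossed pair had 0.

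**Figure D2:**
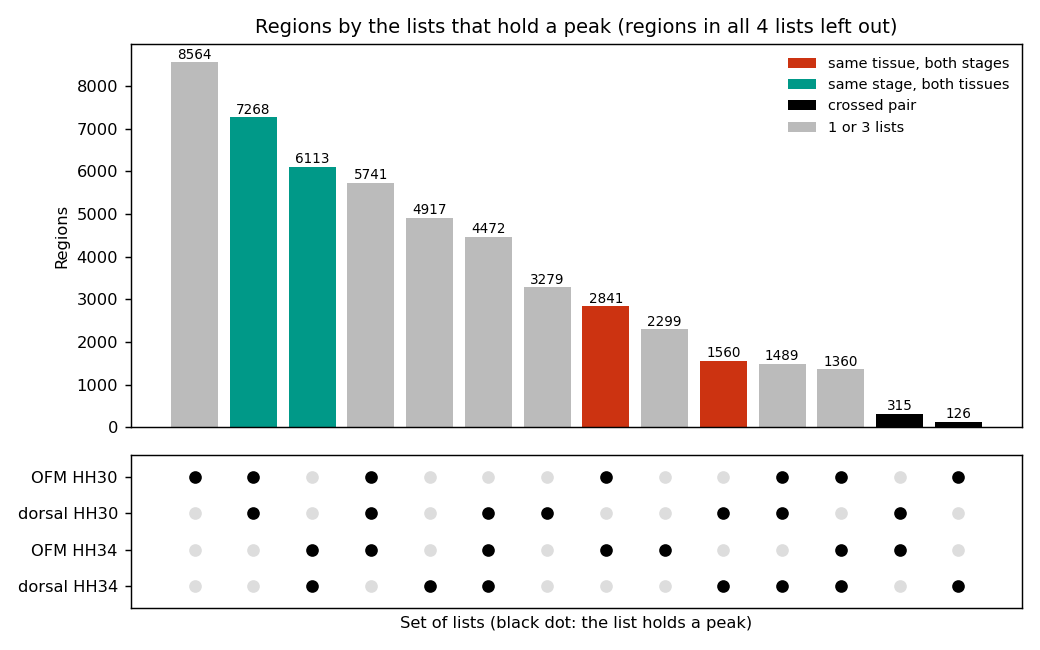
Number of merged regions (y axis) for each set of lists that hold a peak, with the 77405 regions in all 4 lists left out. Black dots mark the lists, and bar colour marks pairs that share a tissue (2841 and 1560), pairs that share a stage (7268 and 6113), crossed pairs (315 and 126) and regions in 1 or 3 lists.

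The strongest regions held by both OFM lists and neither dorsal list were taken by rank of area score. The first lay on chromosome 6, positions 29973694 to 29974598, and ranked 17908 in the OFM list at HH30 and 13419 at HH34. Its −log10 q at the summit was 15.5 and 18.1. The nearest dorsal peak was 6650 bp away at HH30 and 15570 bp away at HH34. A neighbour on chromosome 6, positions 29974944 to 29975472, was the third of these regions, with −log10 q of 16.9 at HH30 and 18.1 at HH34. The others lay on chromosome 21 (5941325 to 5942441), chromosome 2 (31411245 to 31412057) and chromosome 11 (17777368 to 17778076). The worse rank over these 5 regions was between 17908 and 29501. The closest peak of the other tissue lay 558 bp from the chromosome 11 region, in the dorsal list at HH34.

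Of the 5 strongest regions held by both dorsal lists and neither OFM list, 3 lay within a short stretch of chromosome 15. The first, at positions 12597891 to 12599455, was 1565 bp wide and ranked 18699 at HH30 and 15762 at HH34 in the dorsal lists. Its −log10 q was 8.10 and 9.42, and the HH30 value lay near the list median of 7.51. The region thus led by area score, which sums over width, and not by q. The nearest OFM peak was 2639 bp away at HH30 and 11827 bp away at HH34. The second, at positions 12591997 to 12593201, ranked 18980 and 17459. The fifth, at positions 12558170 to 12558561, ranked 29069 and 28395. The remaining regions lay on chromosome 1 (143687979 to 143688721) and chromosome 21 (5960937 to 5961433). OFM peaks at HH30 lay as close as 664 bp to the fifth region and 1229 bp to the chromosome 1 region. The chromosome 21 region of each tissue belongs to the same neighbourhood, with the OFM region ending at 5942441 and the dorsal one starting at 5960937.

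**Figure D3:**
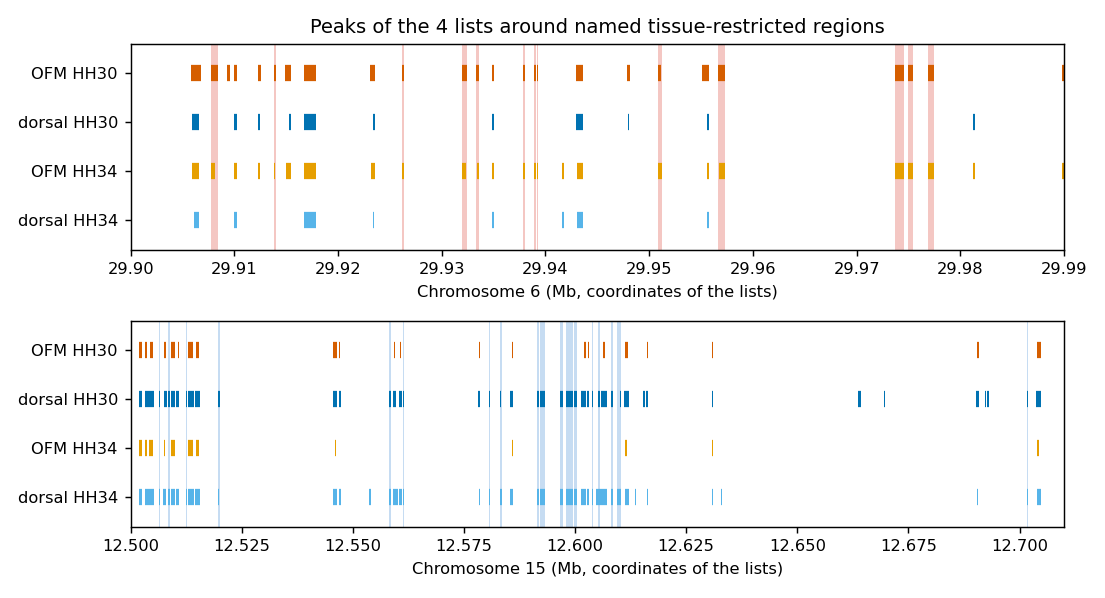
Peaks of the 4 lists (one line of blocks per list, drawn to scale) along chromosome 6 (top) and chromosome 15 (bottom), with position in Mb on the x axis. Shading marks regions held by both OFM lists alone (red, 13 on chromosome 6) and by both dorsal lists alone (blue), among many peaks that lists of both tissues hold.

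Among regions restricted to a stage, the strongest in both HH30 lists alone lay on chromosome 7 (5981447 to 5982094), where the nearest HH34 peaks were 21074 bp away in OFM and 21063 bp in dorsal retina. It was followed by chromosome 7 (176379 to 177005) and chromosome 3 (11621785 to 11622572). The strongest in both HH34 lists alone lay on chromosome 5 (49328135 to 49328954), with the nearest HH30 peak 6142 bp away in both tissues. It was followed by chromosome 7 (25643591 to 25644539) and by a neighbour of the first on chromosome 5 (49326755 to 49327916). The chromosome 7 region had an OFM peak at HH30 only 166 bp away. None of the settings run could bring a peak of another list into the 16 named regions, so they are no check on them. Genes at these positions were not analysed here.

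The lists differed in how their peaks were spread over chromosomes. Chromosomes 11 to 33 held 28.9% of OFM peaks and 30.3% of dorsal peaks at HH30, and 31.3% and 32.7% at HH34. Chromosomes 1 to 5 held 49.1% and 48.0% at HH30, and 47.1% and 46.1% at HH34. Among regions in both HH34 lists alone, 40.8% lay on chromosomes 11 to 33, against 18.9% of those in both HH30 lists alone and 31.0% of those in all 4 lists. For the tissue pairs these shares were 20.1% in OFM and 34.7% in dorsal retina.

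The sex chromosome Z stood apart in the tissue comparison. It held 4.80% of OFM peaks against 4.31% of dorsal peaks at HH30, and 4.56% against 4.14% at HH34. Of the regions in both OFM lists alone, 256 (9.01%) lay on Z, against 20 (1.28%) of those in both dorsal lists alone and 4.39% of those in all 4 lists. At HH30, 971 Z regions had a peak in OFM and none in dorsal retina, and 230 had the opposite, a ratio of 4.22. At HH34 the ratio was 3.83, from 828 and 216 regions. The highest autosomal ratios were 1.83 on chromosome 2 at HH30 and 2.25 on chromosome 4 at HH34. On W the direction was opposite, with 3 OFM-only and 22 dorsal-only regions at HH30, and 0 and 19 at HH34. W held only 91 to 109 peaks per list.

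**Figure D4:**
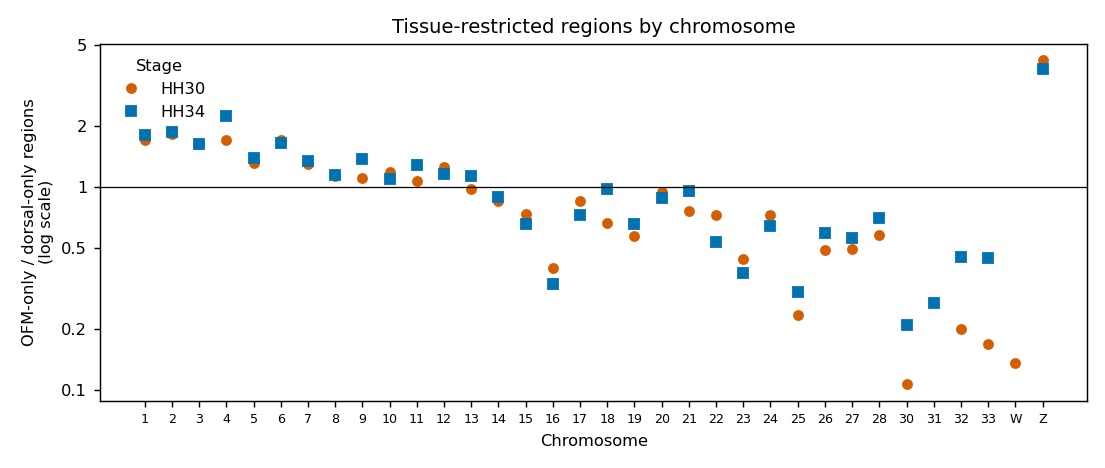
Ratio of regions with a peak in OFM alone to regions with a peak in dorsal retina alone (y axis, log scale) for each chromosome (x axis), at HH30 (circles) and HH34 (squares). Z stood highest at both stages (4.22 and 3.83), and ratios fell toward the small chromosomes. Chromosome 31 at HH30 and W at HH34 had no OFM-only region and are not drawn.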

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

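Of the 8 counts of unmatched peaks and 7 counts of regions, none moved by more than 1.5 times where lists were shortened to equal length. The setting with summits at most 200 bp apart likewise moved none of the 8 counts of unmatched peaks. Equal length did change the order of several counts, although 2 lists of equal length leave nearly equal numbers unmatched by construction. Unmatched dorsal peaks between stages became 14384 at HH30 against 14398 at HH34. HH34 peaks unmatched at HH30, which numbered 13798 in OFM against 12793 in dorsal retina, became 14363 against 14398. Regions became 5982 in both HH30 lists alone against 6595 in both HH34 lists alone. Restriction to assembled chromosomes removed no peak and says nothing about stability.

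Reciprocal overlap of 50% moved 5 of the 8 counts of unmatched peaks upward. At HH30 they rose to 19610 in OFM and 17091 in dorsal retina against the other tissue, and at HH34 to 13826 in dorsal retina. Against HH30, unmatched HH34 peaks rose to 22769 in OFM and 20843 in dorsal retina. Regions joined at this overlap moved in 3 of 7 counts, to 2476 in both dorsal lists alone and to 385 and 1448 in the crossed pairs (OFM HH30 with dorsal HH34, and the other). A stricter overlap splits wide regions by construction, so shared regions turn into restricted ones. Tissue pairs then outnumbered crossed pairs 3.30 times in place of 9.98.

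Keeping the upper 50% of each list shortened the lists by construction, to 54344, 53085, 52551 and 50726 peaks, in the order OFM HH30, dorsal HH30, OFM HH34, dorsal HH34. Unmatched peaks against the other tissue fell to 5901, 4605, 5369 and 3661 in that order, and against the other stage to 7792, 7801, 6006 and 5648 in the same order. HH30 peaks unmatched at HH34, more numerous in OFM in the full lists, were thus more numerous in dorsal retina by a small margin. Most of these peaks were unmatched because the other list was shortened too: of the 5901 OFM peaks at HH30, 553 had no peak in the full dorsal list. Regions fell to 1449 in both OFM lists alone, 774 in both dorsal, 3369 in both HH30, 2719 in both HH34, 30 and 121 in the crossed pairs and 40707 in all 4 lists. The order of the 4 tissue and stage pairs was the same as in the full lists.

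Where the other list was searched in full, the upper 50% left 553, 105, 354 and 132 unmatched peaks against the other tissue and 706, 707, 633 and 612 against the other stage, in the same order of lists. Most unmatched peaks of the full lists therefore came from the low end by area score. Whether the other list lacked signal there, or had signal under its threshold, was not tested. Between HH30 peaks of the tissues the order also turned around here (706 and 707). In the setting added after the data had been seen (top 50000 in both lists), 76, 24, 115 and 110 regions stayed in the OFM, dorsal, HH30 and HH34 pairs, and each crossed pair fell to 0.

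Of 6 shares followed (Z in the regions of each tissue pair, and 4 shares of tissue-restricted regions present in the crossed list), 4 moved at equal length, 5 at the joined 50% overlap and 4 in the upper 50% of each list. At the joined overlap the share on Z of regions in both dorsal lists alone rose from 1.28% to 3.39%, still under the 8.40% in both OFM lists alone. In the upper 50% the latter fell from 9.01% to 8.01%. The crossed shares, added by chromosome class after the data had been seen, moved in all but 1 of the cases. The shares of dorsal-only regions at HH30 and OFM-only regions at HH34 stayed above those of the opposite tissue in each of these settings.

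No paired analysis was possible because the peaks of a group were called jointly, so the lists carry no value per replicate, although the labels number replicates 1 to 3 in each group. Leaving out each replicate was not run for the same reason. Annotation of regions, gene lists and motifs, and the alternatives listed for them, were not run because no genome or annotation of the build of the lists was used here. The depth of single libraries is not used here, so it stays open how far a peak missing from a list reflects depth.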

Other observations

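All tests below were chosen after the pattern they address had been seen. For the rank correlation across shared regions, the direction was written down before it was computed. The order of the lists, which this correlation largely restates, was already known. In 3 tests (the W share, the strong regions and the windows) the deciding measure was changed after a first version had been seen, and the first version is given beside it. Regions are not replicates, so shares and ratios describe these lists.

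Z regions were in surplus in OFM at both stages. List length is unlikely to be the whole cause: at equal length the smaller of the Z ratios at the 2 stages was still 2.85, against highest autosomal ratios of 1.497 and 1.544. A gradient over chromosome size is also unlikely as the whole cause, since the Z ratio exceeded the highest autosomal ratio by a factor of at least 1.70. A local cluster as the whole cause is argued against by the spread of the surplus. Regions in both OFM lists alone outnumbered those in both dorsal lists alone in 100% of the 9 bins of 10 Mb. This order alone is a low bar, since chromosomes 1 to 5 had it too (1551 against 663). The bin with the most dorsal regions still had 31 against 6, and the last bin had only 3 against 0. Among regions in all 4 lists, 74.7% of Z regions ranked higher in OFM than in dorsal retina at HH30 and 81.7% at HH34, where the highest autosome had 57.1% and 68.5%.

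Birds are ZZ in males and ZW in females, so a higher share of male cells in the OFM pools is a candidate explanation, and it would lower W while raising Z. By median rank, the 76 W regions in all 4 lists stood lower in OFM, by −9.83 percentile points at HH30 and −5.31 at HH34. These lay beyond the lowest autosomes, at −9.18 and −3.27, and this first version of the test went with the explanation. By share of regions the result was mixed. At HH34, 25% of W regions stood higher in OFM, above the 4.88% of chromosome 30, and at HH30 the shares were 9.21% and 9.76%. By count of OFM-only over dorsal-only regions, W stood at 0.136 at HH30, above the 0.106 of chromosome 30. At HH34 it had 0 and 19 such regions, below the lowest autosomal ratio of 0.209. Regions on W numbered 0 in both OFM lists alone and 7 in both dorsal lists alone. W thus left the range of the small autosomes by some measures and not by others. By these tissue measures an unequal sex ratio cannot be told apart from the trend that lowers small chromosomes in OFM. Between stages W did not rise as chromosome 30 did. Its ratio of regions at HH34 alone to HH30 alone was 0.769 in OFM and 0.8125 in dorsal retina, against 12.4 and 17.6. The W ratios rest on 10 against 13 and 13 against 16 regions. Of shared W regions, 57.9% and 56.6% stood higher at HH34, against 83.9% and 90.7% on chromosome 30. Per the labels both tissues were dissected from each eye. Pools of the same embryos would have the same sex ratio, but the labels do not state whether the pools were matched. A tissue difference in the chromatin of Z stays open and was not tested.

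Taken as a class, chromosomes 11 to 33 gained in share from HH30 to HH34. On the first of them, regions at HH34 alone did not outnumber those at HH30 alone. The HH34 lists were the shorter ones, so a ratio below 1 is not by itself a loss of share. On chromosomes 11 and 12 the ratio of regions at HH34 alone to regions at HH30 alone was 0.816 and 0.670 in OFM. In dorsal retina it was 0.732 and 0.719 there, and 0.946 on chromosome 13. Each chromosome numbered 14 or higher had more regions at HH34 alone in both tissues. The difference in the share on chromosomes 11 to 33 between both HH34 lists alone and both HH30 lists alone was 22.1 points at equal length, which argues against list length. Weak calls near the threshold are unlikely to be the whole cause, since regions in the highest of 4 parts of each list moved too. In OFM, 52.5% of such regions on chromosomes 11 to 33 stood higher at HH34, against 28.6% on chromosomes 1 to 5, a gap of 23.9 points, and the gap was wider in dorsal retina (52.6% against 22.5%). In the first version, which used the difference of median rank shifts, it was 0.504 percentile points in OFM and 0.870 in dorsal retina. Both were smaller than over all shared regions (1.57 and 2.65). By share of regions it was not smaller, since over all shared regions 54.6% on chromosomes 11 to 33 stood higher at HH34 against 35.5% on chromosomes 1 to 5 in OFM, and 52.0% against 28.9% in dorsal retina. Weak calls as part of the cause stay open.

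Small chromosomes and chromosome ends of birds are rich in G and C, so a difference in base composition bias between the libraries could give the same pattern. Shares within 5 Mb of a chromosome end were taken among the regions on chromosomes 1 to 5. They were 17.4% for both HH34 lists alone, 6.95% for both HH30 lists alone and 11.2% for all 4 lists. The pattern thus extended to the ends of large chromosomes, as such a bias predicts. Opening of gene-dense chromatin during development predicts it as well, and the 2 cannot be told apart without the base composition of each region, which was not analysed here.

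The 4 lists did not differ by tissue and stage independently. The mean unmatched share was 19.9% between OFM HH30 and dorsal HH34 and 12.8% between dorsal HH30 and OFM HH34. The latter pair, which shares neither tissue nor stage, was closer than the lists of one tissue at the 2 stages (14.7% in OFM, 14.4% in dorsal retina). Of the regions that were dorsal-only at HH30, 49.7% had a peak in OFM at HH34, while 11.5% of those OFM-only at HH30 had one in dorsal retina at HH34. Such gaps were at least 33.1 points at equal list length and at least 31.4 points within each class of autosomes. Neither list length nor the gradient over chromosome size is thus likely to be the whole cause.

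One hypothesis is that dorsal retina stood further along a course from HH30 to HH34 that OFM also follows. It predicts that the rank difference between tissues rises with the rank difference between stages. Spearman's rho across shared regions, which are not independent replicates, was 0.157 at its smallest and 0.258 at its largest over 2 relations, each computed on all chromosomes and in 3 classes. In a simulation of 4 unchanged lists, the list that both differences share pulled rho to −0.468, so the observed values lie above what sharing gives. In both relations the 2 differences add up to the rank in dorsal HH34 minus that in OFM HH30. This pair was already seen to stand farthest apart, so a positive rho largely restates that pattern. It is not separate evidence for the hypothesis. A positive rho would also arise from base composition bias between the libraries. On chromosomes 1 to 5, 14.8% of regions in both dorsal lists alone lay near an end, against 7.03% for both OFM lists alone. This resembles the difference between stages and cannot be told apart from it here.

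Some restricted regions gathered in single windows of 500 kb. Kinds of regions were shuffled within chromosomes 1000 times, and the largest count in any window was compared for 4 kinds. For both dorsal lists alone the largest count was 18, on chromosome 10 (16000001 to 16500000) and on chromosome 15 (12500001 to 13000000), and 0 shuffles reached it. The largest shuffled count was 12, and a window on chromosome 4 (500001 to 1000000), with 13 regions, also exceeded it. For both OFM lists alone the largest count was 13, on chromosome 6 (29500001 to 30000000) and chromosome 1 (145500001 to 146000000), which 3 shuffles reached. For both HH34 lists alone it was 42, on chromosome 33, which 21 shuffles reached. For both HH30 lists alone it was 16, which 778 shuffles reached, so no gathering beyond chance placement was seen there. In the first version a count had to exceed the largest of all shuffles, and by that measure only the dorsal windows stood out, since the OFM maximum was 13 and the HH34 maximum 47. Gathering of dorsal regions may reflect regulatory domains active in dorsal retina, as a hypothesis. Neighbouring peaks that split one broad accessible domain could give such counts too. The 13 regions on chromosome 4 fell into 11 separate blocks of 10 kb, the 18 on chromosome 15 into 8 and the 18 on chromosome 10 into 5. Splitting thus has more room on chromosome 10 than on chromosome 4, and it was not tested further. Shuffling over whole chromosomes also does not keep a surplus near chromosome ends. On chromosomes 1 to 5, 14.8% of regions in both dorsal lists alone lay near an end, against 11.2% of those in all 4 lists. The window on chromosome 4 lies near an end, so the shuffles do not rule out this gradient there.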
